# Astrocyte elevated gene-1 is associated with metastasis in head and neck squamous cell carcinoma through p65 phosphorylation and upregulation of MMP1

**DOI:** 10.1186/1476-4598-12-109

**Published:** 2013-09-24

**Authors:** Yi-Ping Wang, I-Ju Liu, Chiung-Pin Chiang, Han-Chung Wu

**Keywords:** Astrocyte elevated gene-1 (AEG-1), Head and neck squamous cell carcinoma (HNSCC), Metastasis, Matrix metalloproteinase 1 (MMP1), p65

## Abstract

**Background:**

The survival rate of head and neck squamous cell carcinoma (HNSCC) at advanced stage is poor, despite contemporary advances in treatment modalities. Recent studies have indicated that astrocyte elevated gene-1 (AEG-1), a single transmembrane protein without any known functional domains, is overexpressed in various malignancies and is implicated in both distant metastasis and poor survival.

**Results:**

High expression of AEG-1 in HNSCC was positively correlated with regional lymph node metastasis and a poor 5-year survival rate. Knockdown of AEG-1 in HNSCC cell lines reduced their capacity for colony formation, migration and invasion. Furthermore, decreased tumor volume and metastatic foci were observed after knockdown of AEG-1 in subcutaneous xenografts and pulmonary metastasis assays *in vivo*, respectively. We also demonstrated that AEG-1 increased phosphorylation of the p65 subunit of NF-κB, and regulated the expression of MMP1 in HNSCC cells. Moreover, compromised phosphorylation of the p65 (RelA) subunit of NF-κB at serine 536 was observed upon silencing of AEG-1 in both HNSCC cell lines and clinical specimens.

**Conclusion:**

High expression of AEG-1 is associated with lymph node metastasis and its potentially associated mechanism is investigated.

## Background

Head and neck squamous cell carcinoma (HNSCC) poses a grave threat to public health in Melanesia, South-Central Asia, and Central and Eastern Europe, with 263,900 new cases and 128,000 HNSCC related deaths reported worldwide annually [1]. This cancer usually arises within the mucosa lining the upper aerodigestive tract, with oral cavity, oropharynx, hypopharynx and larynx being the four most common affected sites. Regional lymph node metastasis, which is a common feature, is present in approximately two thirds of patients with advanced stage HNSCC. Increased number of lymph nodes with metastatic lesions and the presence of extranodal spread are strong predictors for distant metastasis and poor survival of the patient [2]. Despite recent advances in oromaxillofacial surgery and combination treatment using either EGFR-targeting antibodies or tyrosine kinase inhibitors, there has been little improvement in the survival of patients with metastatic HNSCC [3-5]. As such, there is an urgent need to identify new predictive parameters for lymph node metastasis and novel therapeutic targets for HNSCC.

Astrocyte elevated gene-1 (AEG-1), also known as metadherin (MTDH) or LYsine-RIch CEACAM1 co-isolated (LYRIC), is a 582 amino acid residues type II transmembrane protein without any known functional domains. It has emerged as a novel oncoprotein essential for malignant progression in various types of human cancers [6-13]. The amino acid sequence of AEG-1 possesses three nuclear localization signals, and ubiquitination of AEG-1 determines the subcellular region to which it is transported [14] through an as yet undelineated mechanism. Brown et al. used phage display to identify AEG-1 as a receptor that mediates adhesion of murine mammary tumor cells to lung endothelial cells and promotes lung metastasis [15]. Membranous AEG-1 has been shown to enhance adhesion of tumor cells to pulmonary microvascular endothelial cells [9]. The major signaling cascades activated by AEG-1 are the PI3K and NF-κB pathways, [6,16,17] and AEG-1 has recently been proposed to physically interact with AP1, SND-1, and the p65 subunit of NF-κB [18-20]. However, the direct effects on the associated proteins after the binding of AEG-1 remain unclear. Expression of AEG-1 is increased by TNF-α and HIV infection in astrocytes, whereas microRNA-375 (miR375) is a negative regulator of AEG-1 [13,21,22]. Mounting evidence suggests that AEG-1 confers pleiotrophic aggressive phenotypes in malignant neoplasms, especially with respect to invasion and metastasis. Nonetheless, the definitive link between the expression of AEG-1 and its prognostic value in HNSCC patients still needs to be established with a large cohort of clinical specimen, while its underlying molecular mechanisms need to be elucidated. Since the presence of metastatic lesions has a negative impact on the prognosis and morbidity of HNSCC patients, it prompts us to investigate the biological role of AEG-1 in this disease entity.

In the current article, we report that AEG-1 is overexpressed in a majority of clinical specimens of oral squamous cell carcinoma (OSCC, a subset of HNSCC), and its expression is positively associated with both the presence and the degree of lymph node metastasis. Knockdown of AEG-1 also decreases the aggressiveness of HNSCC cell lines both *in vitro* and *in vivo*. As far as we know, this is the first study to demonstrate that AEG-1 modulates the phosphorylation at serine 536 of the p65 subunit of NF-κB in HNSCC, which in turn regulates the production of MMP1 by manipulating the binding of NF-κB to its promoter region.

## Results

### High AEG-1 expression in OSCC is associated with regional lymph node metastasis and unfavorable 5-year survival

Immunohistochemical analysis of AEG-1 revealed high expression of AEG-1 in 40.86% (38 out of 93) of examined OSCC clinical specimens. AEG-1 was primarily located in the cytoplasm (the perinuclear region, in particular) of the neoplastic cells, and focal nuclear stains were also observed. In tumors with low AEG-1 expression, the majority of AEG-1-positive cells were found at the peripheral cells of the tumor nests, and not in the more-differentiated malignant cells (Figure 1A). In addition, no positive signal of AEG-1 was discerned in all 30 cases of uninflamed normal oral mucosa. Of the clinical parameters examined, late clinical stage (*p* = 0.01) and positive regional nodal metastasis (*p* < 0.001) were found to be significantly correlated to AEG-1 expression (Table 1). Futhermore, advanced lymph node metastasis (N2 and N3) is more common in the high AEG-1-expressing group (*p* = 0.012, Additional file 1: Table S1). The incidence of distant metastasis was also elevated (albeit not significantly) in the high AEG-1-expressing group, as compared to that in the low and nil AEG-1-expressing groups (10.53% and 1.83%, respectively). Furthermore, a statistically significant reduction in the 5-year disease-specific survival rate was observed in the high AEG-1-expressing group as compared to that in the low and nil AEG-1-expressing groups (36.84% versus 69.09%, log-rank test *p* = 0.0014, Figure 1B). These results imply that AEG-1 is associated with metastasis of OSCC and may serve as a negative prognostic factor for survival.

**Figure 1:**
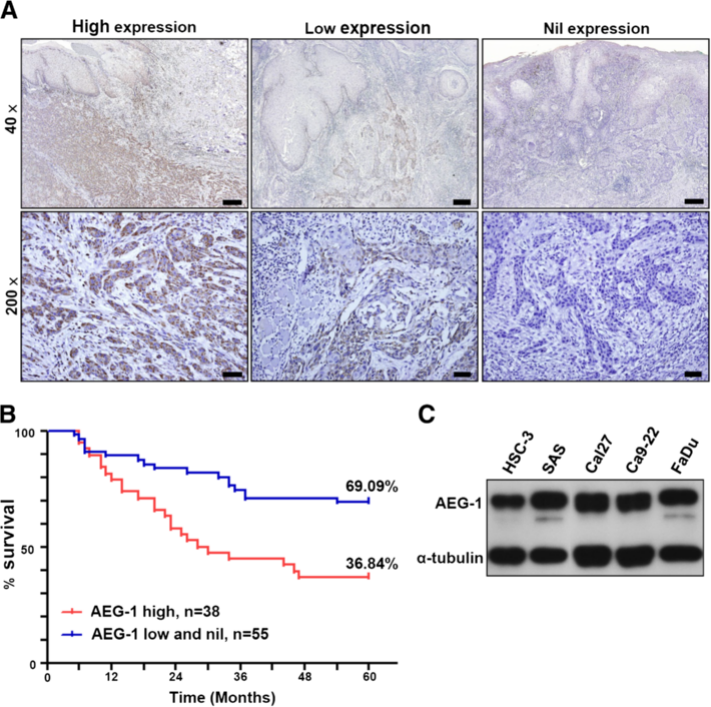
**AEG-1 expression in clinical specimens of OSCC and cell lines of HNSCC. (A)** immunohistochemical staining of formalin-fixed, paraffin embedded OSCC specimens. Scale bar: 40 ×, 300 μm; 200 ×, 45 μm. **(B)** Kaplan-Meier 5-year survival analysis of 93 cases of OSCC segregated by expression status of AEG-1 protein. **(C)** AEG-1 protein expression in HNSCC cell lines.

**Table 1:** Clinicopathological correlation with AEG-1 in 93 cases of OSCC

**Parameter**	**AEG-1 expression status**		**Fisher’s exact test**
	**Low**	**High**	
	**No. (%)**	**No. (%)**	***p *value**
**Gender**			
Male	46 (83.64%)	33 (86.84%)	0.773
Female	9 (16.36%)	5 (13.16%)	
**Age**			
>50 y/o	36 (65.45%)	20 (52.63%)	0.282
<50 y/o	19 (34.55%)	18 (47.37%)	
**Location**			
Buccal mucosa	22 (40.00%)	18 (47.37%)	0.307
Gingiva	11 (20.00%)	3 (7.89%)	
Floor of the mouth	1 (1.81%)	2 (5.26%)	
Lip	0 (0%)	2 (5.26%)	
Tongue	19 (34.55%)	12 (31.58%)	
Palate	2 (3.64%)	1 (2.64%)	
**Stage**			
I + II	30 (54.55%)	10 (26.32%)	0.01
III + IV	25 (45.45%)	28 (73.68%)	
**T**			
T1 + T2	31 (56.36%)	22 (57.89%)	1.000
T3 + T4	24 (43.64%)	16 (42.11%)	
**N**			
N0	47 (85.45%)	17 (44.74%)	<0.001
N1 + N2 + N3	8 (14.55%)	21 (55.26%)	
**M**			
M0	54 (98.18%)	34 (89.47%)	0.155
M1	1 (1.82%)	4 (10.53%)	
**Recurrence**			
Negative	45 (81.82%)	30 (78.95%)	0.793
Positive	10 (18.18%)	8 (21.05%)	
**Differentiation**			
Well	48 (87.27%)	27 (71.05%)	0.064
Moderate/poor	7 (12.73%)	11 (28.95%)	
**Alcohol**			
Negative	24 (43.64%)	10 (26.32%)	0.125
Positive	31 (56.36%)	28 (73.68%)	
**Betel nut**			
Negative	16 (29.09%)	6 (15.79%)	0.214
Positive	39 (70.91%)	32 (84.21%)	
**Cigarette**			
Negative	14 (25.45%)	8 (21.05%)	0.805
Positive	41 (74.55%)	30 (78.95%)	

### AEG-1 knockdown reduced the aggressiveness of HNSCC cell lines *in vitro*

To establish an *in vitro* platform for elucidation of the biological function of AEG-1 in HNSCC cell lines, we examined the expression status of AEG-1 in several cell lines generated from HNSCC. Western blots revealed that AEG-1 was ubiquitously expressed in all HNSCC cell lines tested (Figure 1C). We subsequently generated stable clones of SAS and FaDu cells expressing AEG-1-shRNA-B, in which AEG-1 mRNA and protein are efficiently suppressed (SB cells and FB cells, respectively; Additional file 2: Figure S1). Although marginal inhibition of cellular proliferation was observed after knockdown of AEG-1 in SB cells, FB cells demonstrated remarkable reduction in proliferation (77.39%, *p* = 0.056 and 57.07%, *p* < 0.001 on average as compared to the corresponding control, respectively, by day 4 after seeding, Figure 2A). A dramatic reduction of colonies was also observed in both SB and FB cells, as compared to that in the relevant control (77 versus 165 colonies and 48 versus 215 colonies on average for the SAS groups and FaDu groups, respectively, Figure 2B). Delayed wound healing and reduced Matrigel penetration were observed in AEG-1 knockdown cells (Figures 2C and D, respectively). At 12 hours after removal of the inserts, cells covered 96.9% of the visualized field area in the SCt group, but only 74.5% in the SB group (66% and 64.4% at the initial time point, respectively, Figure 2C). For the FaDu group at 12 hours, 85.9% and 78.5% of the areas were occupied by FCt and FB cells, respectively (initial, 70.8% and 70.1%, Figure 2C). The number of penetrated cells in AEG-1 knockdown cells was about 10% of the relevant control, for both SAS and FaDu cells (Figure 2D). These observations suggest that AEG-1 contributes to aggressive phenotypes of HNSCC cells, particularly with regards to their migration and invasion capacities.

**Figure 2:**
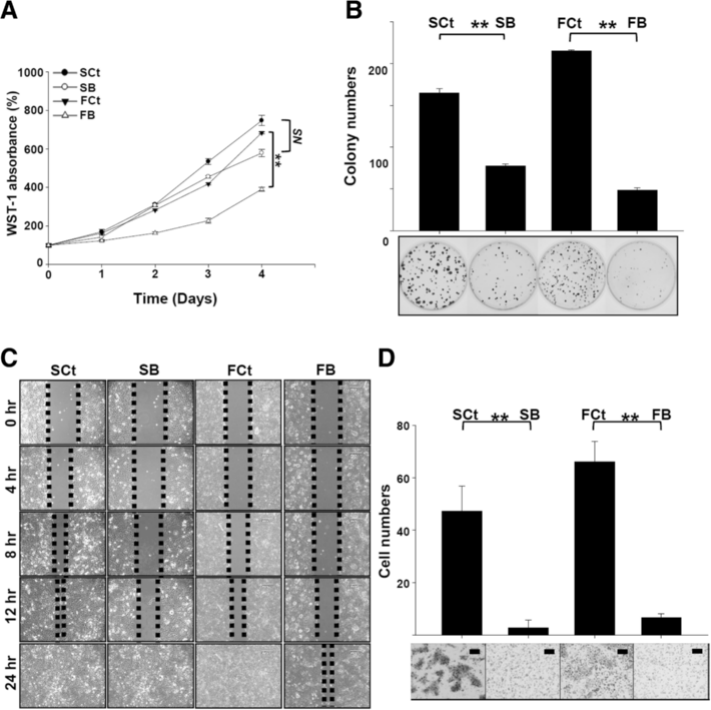
**Impact of AEG-1 knockdown on the function of HNSCC cell lines. (A)** WST-1 cell proliferation assay. **(B)** colony formation assay. **(C)** wound-healing migration assay. Initial gap: 500 μm. **(D)** transwell Matrigel invasion assay. All values are the average of three independent experiments. SB, AEG-1 knock-down SAS cells. FB, AEG-1 knock-down FaDu cells. SCt, SAS cells transfected with scrambled control shRNA. FCt, FaDu cells transfected with scrambled control shRNA. All data were expressed as mean ± SEM; n = 3. NS, not significant (*p* > 0.05); **, *p* < 0.01. Scale Bar: 130 μm.

### AEG-1 knockdown reduces tumor volume and pulmonary metastatic nodules of HNSCC cell lines *in vivo*

To evaluate the biological impact of AEG-1 knockdown on HNSCC cell lines *in vivo*, subcutaneous xenografts were implanted into the flanks of Nod/SCID mice. Consistent with the results acquired *in vitro*, the volume of tumors arising from AEG-1-knockdown cells was smaller than those arising from the relevant control cells at all time points examined, with the suppression effect being more evident in FaDu cell lines (394.99 versus 714.71 mm^3^ in the SAS group and 207.70 versus 1314.33 mm^3^ in the FaDu group at the end point, Figure 3A). The tumor weight at the end-point of the experiment was also decreased in the AEG-1-knockdown groups as compared to that in the control groups (Figure 3B). Histopathological examination of harvested xenografts revealed infiltrating invasion fronts in a pattern of discrete cell nests in four out of six tumors from SCt cells and in three out of six tumors from FCt cells (Figure 3C). However, all xenografts from SB and FB cells assumed an expansile pattern of growth. Furthermore, perineural encroachment by the tumor cells was evident in two xenografts from the SCt cells. The numbers of pulmonary metastatic foci in the AEG-1-knockdown groups were also remarkably less than those of the corresponding control groups, and the size of the metastatic foci from SB cells was smaller than those observed in the SCt group (Figure 3D). These *in vivo* observations are consistent with the findings in clinical specimens and further support the hypothesis that AEG-1 is involved in the metastatic cascade of HNSCC.

**Figure 3:**
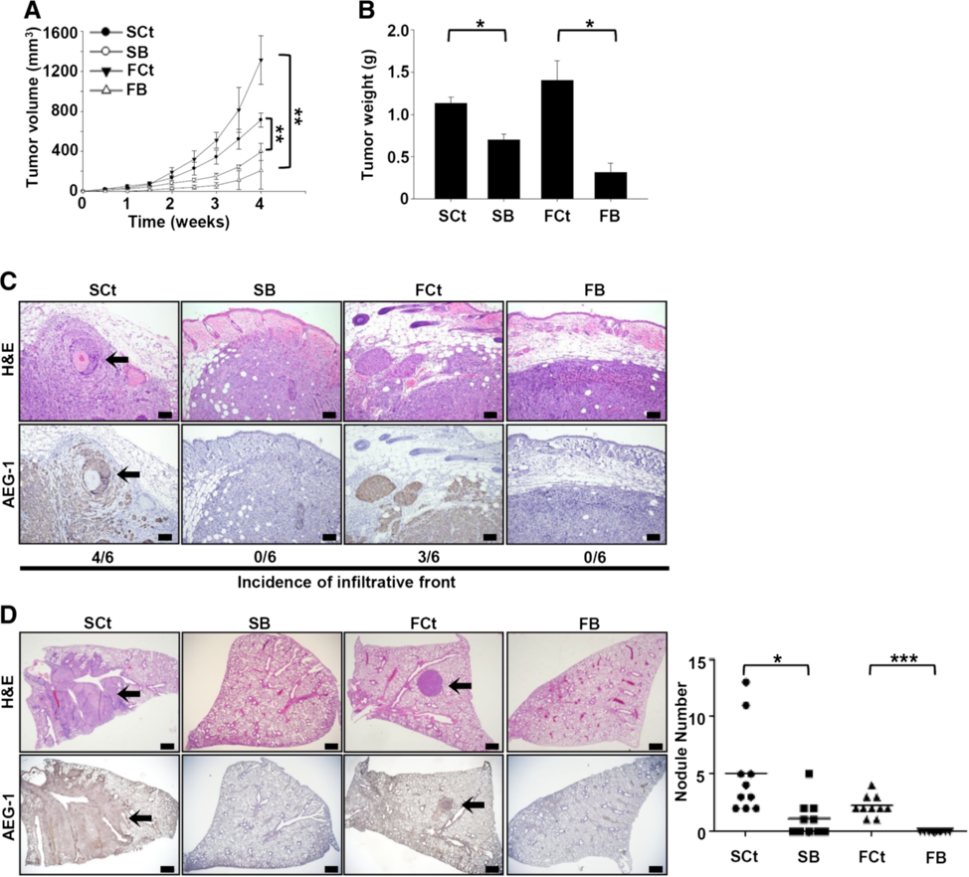
**AEG-1 knockdown compromises tumorigenecity (n = 6) and pulmonary metastasis (n = 10) of SAS and FaDu cells. (A)** time-course plot of tumor volumes. **(B)** tumor weights at the end-point. All data were expressed as mean ± SEM. *, *p* < 0.05; **, *p* < 0.01. **(C)** microscopy images of xenograft tumors at the end-point. Note the infiltrated invasion fronts in the SCt and FCt groups and the expansile tumor borders in the SB and FB groups. Arrow, focus of perineural invasion. Upper row, H&E stain; lower row, immunohistochemical stain with Lyric 4–7. Scale bar, 100 μm. **(D)***In vivo* lung metastasis assay. Arrow, metastatic focus. Upper row, H&E stain; lower row, immunohistochemical stain with anti- AEG-1 antibody. Scale bar, 500 μm.

### AEG-1 suppression downregulates MMP1 production

To determine the downstream targets of AEG-1 that contribute to invasion and metastasis pathways in HNSCC cells, we performed a microarray comparison between the gene expression profiles of SB cells and SCt cells. 

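RNA from SB cells, SAS tongue carcinoma cells that stably carry an AEG-1 shRNA, and RNA from SCt control cells were hybridized together on each of 4 Agilent human V2 arrays. The sample labels describe the 4 arrays as biological replicates, whereas the paper gives n = 3 for its in vitro experiments. Whether the 4 arrays come from separate cultures or from RNA extracts of 1 culture could not be established. In the latter case, the SDs and p-values between arrays cover technical spread only. The control is the pLKO.1 vector according to the labels and a scrambled shRNA according to the paper. RNA from SB cells carried the red dye and RNA from SCt cells the green dye on every array. With 0 dye-swapped arrays, a preference of single probes for one dye cannot be separated from the effect of the knockdown. All 4 arrays lay on 1 slide and were read in 1 scan. Each array held 43118 spots other than controls, which carried 34127 distinct probes. The authors deposited the red and green intensity of each spot with its local background, as read by the scanner software Feature Extraction 10.5.1.1. Between 85.4% and 90.3% of these spots per array were well above background in the channel of SB cells, and between 84.7% and 90.0% in that of SCt cells. The median intensity per array ranged from 655 to 875 for SB cells and from 362 to 588.5 for SCt cells. From these intensities, the background was corrected by normexp with an offset of 50, outlier spots were left out (1.89% to 2.71% of spots per array), and the log2 ratio of SB over SCt cells was normalized by loess within each array. The offset makes the fold changes of weak spots smaller. Spots of one probe were averaged, and the 28505 probes well above background in the same channel on all 4 arrays were tested for a mean log2 ratio above or below 0 with limma, with Benjamini-Hochberg adjustment over these probes. Each of the 23484 genes was represented by its brightest probe. The number of arrays limits the precision of every value. AEG-1, which is listed as MTDH and read by 1 probe (A_33_P3234168), was examined first because it is the target of the shRNA. Its log2 ratio was −3.18 ± 0.17 (SD, n = 4 arrays), a 9.07-fold lower level in SB cells, with an adjusted p of 5.17e-10 from limma. The single arrays gave −3.18, −3.01, −3.12 and −3.41, the direction that the labels predict for a knockdown.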

The expression level of MMP1 (matrix metalloproteinase 1) in SB cells was downregulated by approximately 3.3 fold, as compared to that in SCt cells (Figure 4A). 

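MMP1 was read by 1 probe (A_23_P1691) spotted 10 times on each array. Its signal was well above background in both channels on all 4 arrays. The log2 ratio of SB over SCt cells was −1.65 ± 0.33 (SD, n = 4 arrays), with a standard error of 0.0995 and an adjusted p of 5.24e-06 from limma. This is a fold change of 3.15 towards a lower level in SB cells. The single arrays gave −2.07, −1.26, −1.68 and −1.60. The SD between the spots of one array lay between 0.04 and 0.15 on the log2 scale, below the SD between arrays. With each array left out in turn, the log2 ratio stayed between −1.78 and −1.51, the widest shift under any of the alternatives tried. By the methods' t-test in place of limma, MMP1 was not past a p of 0.05 adjusted over all probes. Before adjustment, the p of MMP1 by that same test was under 0.05, and the paper describes no adjustment. After adjustment 0 probes were past 0.05 by it, so AEG-1 was not either. With 4 arrays of one direction, an exact sign-flip test cannot give a p (both directions counted) under 0.125. Among genes past an adjusted p of 0.05 and changed the same way on all 4 arrays, MMP1 had the largest fall after AEG-1 itself, under the processing described for this experiment. The paper proposes that MMP1 acts downstream of AEG-1 in HNSCC cells. Besides the array and the part that MMPs play in invasion, it draws on RT-QPCR, secreted protein and tissue staining. It also used an MMP inhibitor, promoter reporters and ChIP.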

RT-QPCR analysis also revealed a reduction in MMP1 mRNA in SB cells and FB cells (reduced to an average of 17.17% and 13.44% of the levels in the relevant controls, respectively, Figure 4B). In addition, AEG-1 knockdown caused a remarkable reduction of secreted MMP1 protein in the cell-conditioned culture media for both SAS and FaDu cells (Figure 4C). Immunohistochemical staining of MMP1 revealed a reduced positive signal in tumor xenografts and pulmonary metastatic lesions generated from AEG-1-knockdown HNSCC cells, as compared to the cytosolic and juxtacellular staining of MMP1 observed in lesions arising from control cells (Figure 4D). Also, incorporation of MMP inhibitor I (2 μM) hampered the invasion abilities of SAS and FaDu cells in transwell assays (Additional file 3: Figure S2). 

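Besides MMP1, the microarray comparison of SB and SCt cells measured 19 other genes of the MMP and TIMP family, from a list of 27 that was fixed before the data were examined. A further 6 genes, MMP3, MMP7, MMP8, MMP10, MMP26 and MMP27, did not pass the filter on signal over background and were tested only in alternatives without it; with no filter on dim probes, 26 genes of the family were tested and 3 were past an adjusted p of 0.05 over all probes. MMP16 was not matched to a name on the array and was not analysed here. Of the 20 genes measured, 3 were past an adjusted p of 0.05 when limma's p-values were adjusted over all probes, and 4 when they were adjusted over the list alone. TIMP3 had a log2 ratio of −0.49 ± 0.29 (SD, n = 4 arrays; limma, adjusted p = 0.0123) and TIMP2 one of −0.33 ± 0.09 (SD, n = 4 arrays; limma, adjusted p = 0.00932). Without array 3, neither TIMP2 (adjusted p = 0.0767 from limma) nor TIMP3 (adjusted p = 0.129 from limma) was past this threshold. TIMP3 was not past it under the scanner software's ratios (adjusted p = 0.0552 from limma) or the series table (adjusted p = 0.0570 from limma) either, which left 2 genes of the family, and no gene of the family, MMP1 included, was past it under the methods' t-test when adjusted over all probes (1 was when adjusted over the list alone). MMP12, at 0.24 ± 0.19 (SD, n = 4 arrays), was past it only over the list alone (limma, adjusted p = 0.0325). The log2 ratio of MMP2 was −0.01 ± 0.11 and that of MMP9 was 0.12 ± 0.13 (SD, n = 4 arrays each), neither of which exceeded the spread between arrays. The 19 genes other than MMP1 lay between −0.49 and 0.24, 11 of them higher and 8 lower in SB cells. The alternative that moved this family most was median centring of each array in place of loess, which leaves in any trend of the ratio with brightness. Under it 8 genes were past the threshold, among them MMP14 (0.23), MMP19 (0.38) and MMP13 (−0.29). MMP1 lies in a row of neighbouring MMP genes in the RefSeq table (GRCh38.p14). Of its neighbours in this row, MMP20 (0.18), MMP12 (0.24) and MMP13 (−0.10) were measured, and none of these log2 ratios was past the threshold over all probes.

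**Figure D1:**
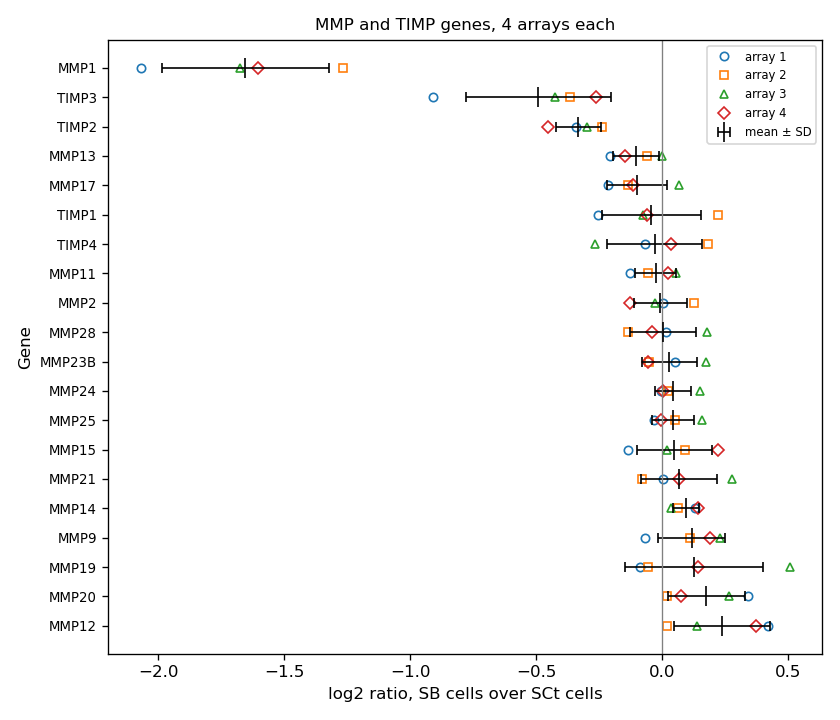
Log2 ratio of SB over SCt cells for the 20 MMP and TIMP genes measured on the microarrays. Open symbols are the 4 arrays, and the black line is their mean with the SD; MMP1, at a mean of −1.65, lies apart from the other 19 genes, whose means run from −0.49 to 0.24.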

As MMPs are considered to be involved in both invasion and metastasis, MMP1 may be a downstream effector of AEG-1 in determining the aggressive phenotype of HNSCC.

**Figure 4:**
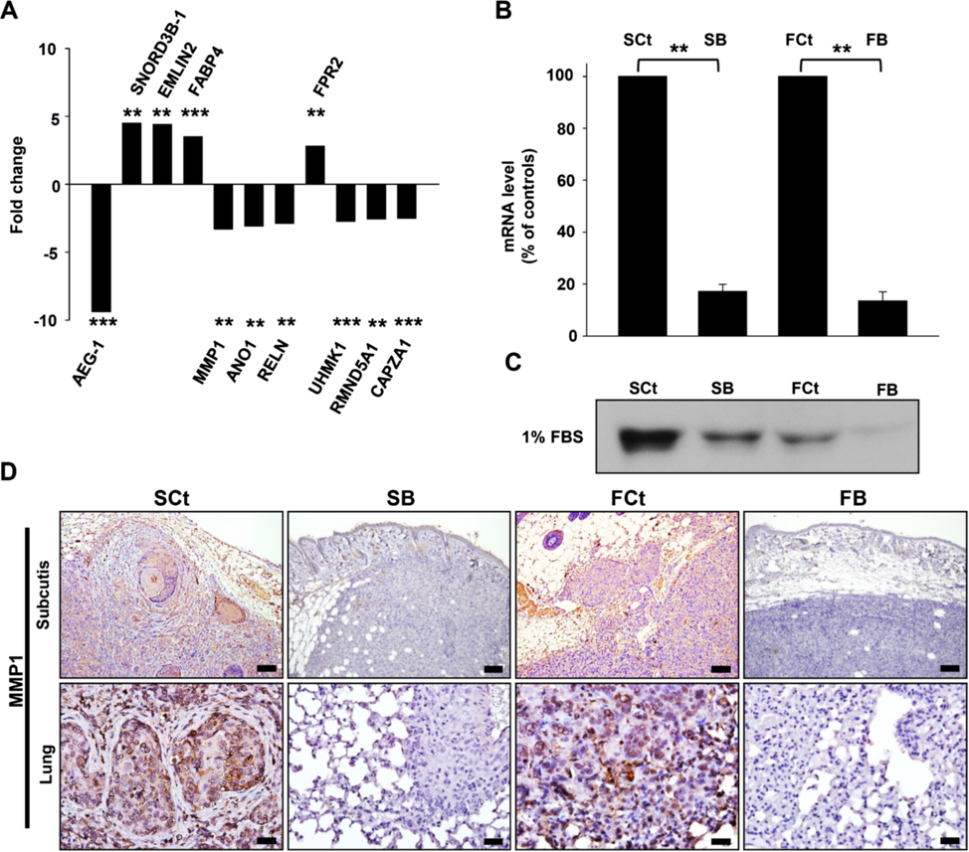
**AEG-1 knockdown down-regulated MMP1 expression in HNSCC cells *in vitro *and *in vivo*. (A)** microarray analysis of gene expression after AEG-1 knockdown in SAS cells. Genes with an absolute fold change greater than 2.5 are shown. SNORD3B-1, Homo sapiens small nucleolar RNA, C/D box 3B-1; EMILIN2, elastin microfibril interfacer 2; FABP4, fatty acid binding protein 4; MMP1, matrix metallopeptidase 1; ANO1, anoctamin 1; RELN, reelin; FPR2, formyl peptide receptor 2; UHMK1, U2AF homology motif kinase 1; RMND5A, required for meiotic nuclear division 5 homolog A; CAPZA1; capping protein (actin filament) muscle Z-line, alpha 1. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. **(B)** RT-QPCR confirmation of gene expression profiles after knockdown of AEG-1 in SAS and FaDu cells. All experiments were performed in triplicate (n = 3) and data were normalized to GAPDH. **(C)** secreted MMP1 protein in cell-conditioned culture media. Each cell lines were seeded in equal numbers (1 × 10^6^ cells) and were cultured in starving condition (1% fetal bovine serum, FBS) for 24 hr and the media were harvested. **(D)** immunohistochemical staining of MMP1 in murine subcutaneous xenograft tumors (upper row) and metastatic lesions from *in vivo* lung metastasis assays (lower row). Scale bar: upper row, 100 μm; lower row, 25 μm.

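Of the 28505 probes tested in SB against SCt cells, 1056 had an adjusted p under 0.05 from limma, 377 of them higher and 679 lower in SB cells. The median size of their change was 0.31 on the log2 scale, and 18 changed by over 2-fold. Median centring in place of loess moved this count most, to 8937 probes, 5599 higher and 3338 lower. It leaves in any trend of the ratio with brightness, which loess removes. With one probe per gene, the brightest, 6 genes had a fold change over 2.5 and an adjusted p under 0.05. MTDH, MMP1 and UHMK1 were lower in SB cells, and SNORD3B-1, RNVU1-18 and RNU12 were higher. The same 6 genes were found with the unadjusted p. Of the 11 genes in Figure 4A, 4 had a fold change over 2.5 in the direction drawn there: MTDH, MMP1, SNORD3B-1 and UHMK1. This count depends on the processing. It was 6, with EMILIN2 and FABP4 in addition, under the scanner software's ratios, under the series table and by normexp without an offset. It was 3 under median centring, and 2 with the mean over a gene's probes, where SNORD3B-1 and UHMK1 fell just short of 2.5-fold. It was 11 under the software's ratios with each gene's most changed probe and no filter on dim probes. That alternative was chosen after the data were seen, because its values lay close to Figure 4A. It read RELN, ANO1 and FPR2 from weak probes. SNORD3B-1 had a log2 ratio of 2.27 ± 0.67 (SD, n = 4 arrays; limma, adjusted p = 4.34e-05) at its brightest probe and of 0.32 ± 0.61 at its other probe; with limma's trend and robust options the brightest probe was not past the threshold (adjusted p = 0.0852). UHMK1 had −1.41 ± 0.14 (SD, n = 4 arrays; limma, adjusted p = 1.36e-06) and −1.23 ± 0.19 at its other probe. CAPZA1 fell at both of its probes, with fold changes of 2.32 (limma, adjusted p = 2.37e-06) and 2.45. The 3 probes of RMND5A differed, with log2 ratios of 0.04 ± 0.14 at the brightest, −0.51 ± 0.10 and −1.23 ± 0.25 (SD, n = 4 arrays each). FABP4 had a log2 ratio of 0.88 ± 0.27 (SD, n = 4 arrays; limma, adjusted p = 0.000265). EMILIN2, whose signal in SCt cells was well above background on 2 of the 4 arrays, had 0.76 ± 0.23. RELN had −0.26 ± 0.15 at the probe that passed the filter, with an adjusted p of 0.0518 from limma. The other RELN probe was well above background in each channel on 1 of the 4 arrays. ANO1 was well above background on 1 array in SB cells and on 2 arrays in SCt cells. FPR2 was so on 1 array in SB cells and on 0 arrays in SCt cells. These weak probes of RELN, ANO1 and FPR2 did not pass the filter and were tested only in alternatives without it.

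**Figure D2:**
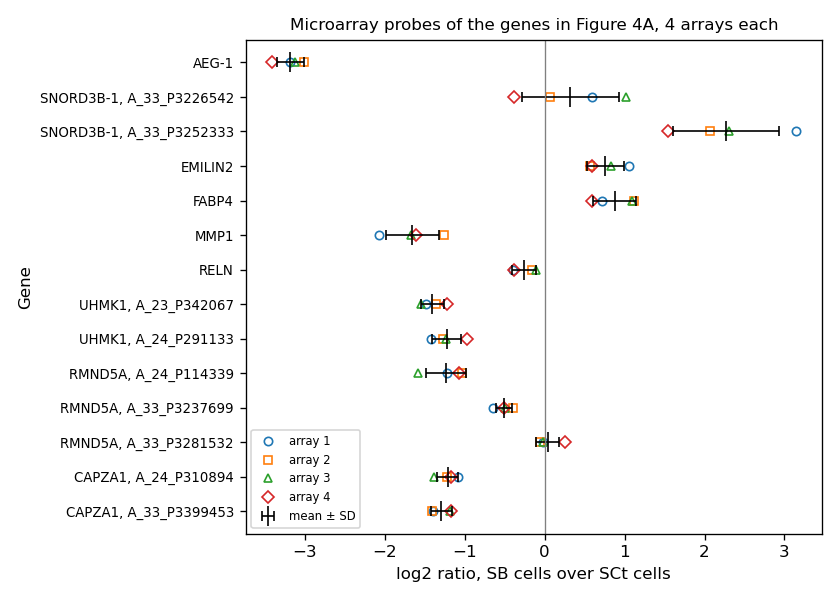
Log2 ratio of SB over SCt cells for each tested probe of the genes in Figure 4A, with the probe's identifier where a gene has several. Open symbols are the 4 arrays, and the black line is their mean with the SD; the probes of SNORD3B-1 and of RMND5A lie apart from one another.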

### AEG-1 expression increases phosphorylation of the p65 subunit of NF-κB and enhances p65 binding to the MMP1 promoter

We hypothesized that AEG-1 may affect MMP1 expression through NF-κB and AP1, since the promoter of MMP1 harbors regulation sites for these two transcription factors. Western blotting revealed that the levels of the phosphorylated p65 subunit of NF-κB (serine 536) in SB cells and FB cells were 68.84% and 45.64% that of the control counterparts (*p* = 0.013 and *p* = 0.005; *t*-test), respectively (Figure 5A). However, phosphorylation status of c-jun (a subunit of AP1), Akt and GSK3β (downstream targets of the PI3K pathway) were unaffected by AEG-1 knockdown (Additional file 4: Figure S3A). Also, the phosphorylation status of p65 at serine 468 and the level of phosphorylated IκB are unchanged after AEG-1 knockdown in HNSCC cell lines (Additional file 4: Figure S3B). These observations prompted us to examine the relationship between AEG-1 expression and the phosphorylation status of p65 at serine 536 in clinical specimens of HNSCC. A spatial correlation between AEG-1 and phosphorylated p65 was evident in the high AEG-1-expressing group, while the phosphorylated p65 signals in the low and nil AEG-1-expressing cases were primarily observed at the peripheral basal cells of the neoplastic nests (the location of AEG-1 proteins, Figure 5B). AEG-1, phosphorylated p65 and MMP1 were co-localized in the enrolled cohort of OSCC, and these associations were statistically significant (Figure 5C). Moreover, high levels of both phosphorylated p65 (serine 536) and MMP1 in neoplastic cells were positively associated with advanced tumor stages, as well as with regional lymph node metastasis in OSCC (Additional files 5 and 6: Tables S2 and S3). High MMP1 expression was also significantly associated with distant metastasis in our samples (Additional file 6: Table S3).

**Figure 5:**
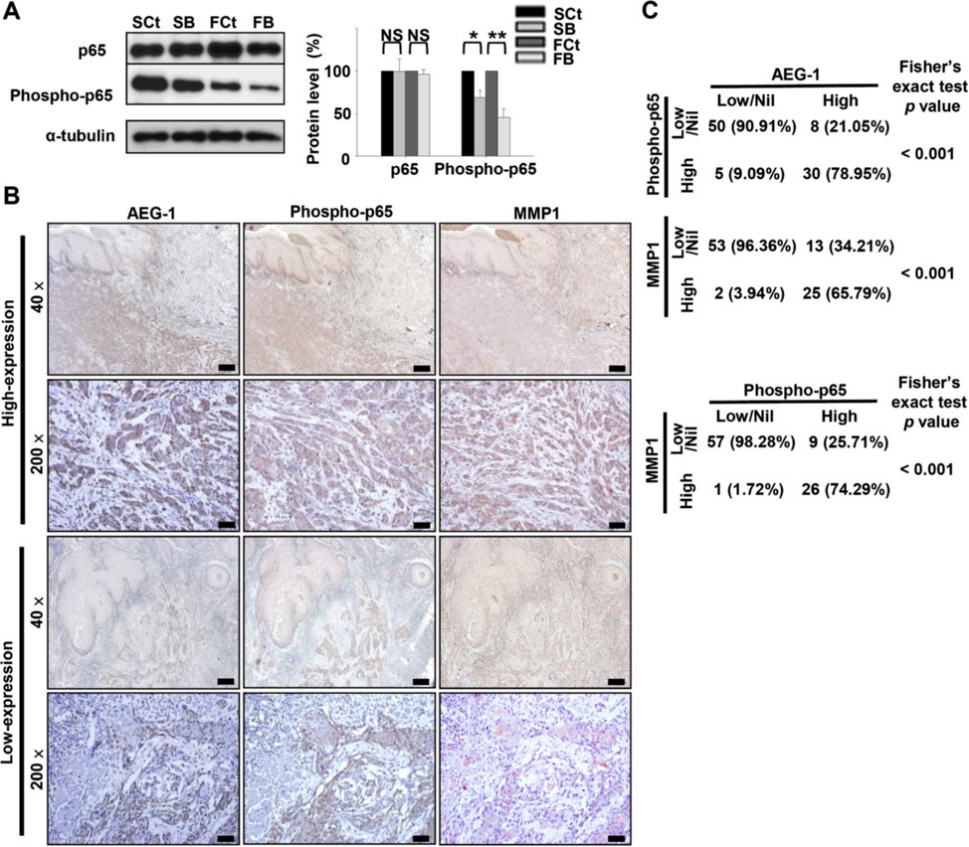
**AEG-1 knockdown suppressed phosphorylation of serine 536 of the p65 subunit (RelA) of NF-κB. (A)** Western blot of total p65 and phosphorylated p65 (serine 536). Data were normalized to respective controls and are were expressed as mean ± SEM; n = 3. NS, not significant (*p* > 0.05); *, *p* < 0.05; **, *p* < 0.01. **(B and C)** immunohistochemical staining of phosphorylated p65 (Ser536) and MMP1 in formalin-fixed, paraffin embedded OSCC specimens. Expression of phosphorylated p65 and MMP1 was positively cor related with that of AEG-1 both intratumorally **(B)** and intertumorally **(C)**. Scale bar: 40 ×, 300 μm; 200 ×, 45 μm.

Transmission electron microscopy revealed nuclear translocation of AEG-1 protein (Figure 6A), suggesting that AEG-1 may not be restricted to the membrane and cytosol, as previously reported. To further validate the hypothesis that AEG-1 regulates MMP1 through NF-κB, we generated various luciferase reporter vectors driven by different fragments of the MMP1 promoter region (P1, -4372 to +52; P2, -2471 to +52; P3, -2269 to +52; and P4, -521 to +52) and transfected these reporters into the test cells (Figure 6B). A dramatic reduction of relative luciferase activity was observed in SB and FB cells transfected with P1 and P2, as compared to that in the respective controls; a smaller decrease was observed for knockdown cells transfected with P3, while luciferase activity was low in both knockdown and control cells transfected with P4 (Figure 6C). These results suggest that AEG-1 regulates elements between nucleotides -4372 to -2269 in the promoter of MMP1, where the binding sites of NF-κB and CBP are located. ChIP revealed that AEG-1, p65 and CBP binding were reduced at the NF-κB binding sequence of the MMP1 promoter in SB and FB cells as compared to that in the relevant controls, consistent with the data from our luciferase assay (Figure 6D). Taken together, these data suggest that AEG-1 increases phosphorylation of the p65 subunit of NF-κB and regulates the expression of MMP1 in HNSCC cells.

**Figure 6:**
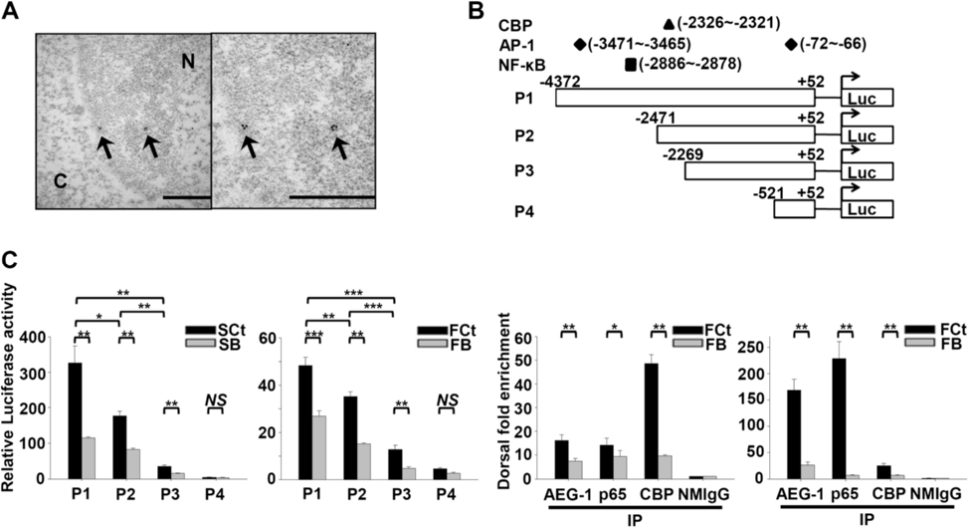
**AEG-1 regulates MMP1 expression at the transcriptional level through enhancing the binding of p65 to MMP1 promoter. (A)** nuclear translocation of AEG-1 protein was revealed by transmission electron microscopy. Arrow, 18 nm gold particles conjugated to anti-AEG-1 antibody. N, nucleus. C, cytosol. Right, magnified view. Scale bar, 500 nm. **(B)** constructs of the MMP1 promoter region used for the lucife-rase reporter assay. **(C)** transactivating activity of AEG-1 on MMP1 promoter constructs in the SAS and FaDu cell lines. All data were expressed as mean ± SEM; n = 3. **(D)** ChIP assay showing AEG-1, p65 and CBP binding to the NF-κB binding site of the MMP1 promoter in SAS and FaDu cell lines. NMIgG served as a negative control. All data were expressed as mean ± SEM; n = 3. NS, not significant (*p* > 0.05); *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0,001.

## Discussion

In this study, we found that high expression of AEG-1 was correlated with advanced tumor stages and regional lymph node metastasis in a large cohort of OSCC samples. The association between AEG-1 and distant metastasis was not statistically significant; evidence for an association may be confounded by the relatively low incidence (10%) of distant metastasis at initial presentation, a feature intrinsic to HNSCC [23]. In addition, our research has demonstrated that silencing of AEG-1 mitigates the malignant phenotypes of HNSCC cell lines *in vitro* and attenuates tumor growth and pulmonary metastasis *in vivo*. Our results provide the first strong evidence that AEG-1 is overexpressed in at least a subset of HNSCC and contributes to adverse clinical outcomes. Moreover, we found that AEG-1 upregulates the expression of MMP1, thereby uncovering a novel mechanism underlying the invasiveness of HNSCC.

Metastasis, defined as the detachment of daughter cells from the primary site of lesions and subsequent colonization of preferential target organs, is one of the hallmarks of malignancies [24,25]. The metastasis cascade can be divided into steps of local invasion, intravasation, survival, extravasation and colonization. Degradation and remodeling of extracellular matrix (ECM) are essential for neoplastic permeation into adjacent stomal tissue, as well as for breaching the perivascular basement membrane to initiate metastasis. MMPs are zinc-dependent enzymes, consisting of a propeptide, catalytic domain and a hemplexin-like C terminal domain. MMPs acquire enzymatic activity after peptidyl cleavage of the propeptide that interacts with the zinc ion in the catalytic domain [26]. The role of MMPs was traditionally believed to be primarily restricted to degradation of the ECM; however, mounting evidence suggests that MMPs are also involved in development, angiogenesis, inflammation and cancer progression, with the latter of which occurs through promoting migration and survival of cancer cells, orchestrating release of growth factors from extracellular reservoirs, and modulating recruitment of inflammatory cells to the tumor [27-29].

MMP1 is the stereotypical secreted collagenase of the MMP family, with its principle interstitial substrates consisting collagen I, II, III, VII, VIII, X, and gelatin. During collective cellular migration, which is the predominant pattern adopted by squamous cell carcinoma [30], MMP1 interacts with integrin α2β1 at the leading edge [31], and degrades native matrix macromolecules into fragments that are subsequently processed by the gelatinases MMP2 and MMP9 [32]. Analyses of clinical specimens revealed that expression of MMP1 correlated with lymphatic invasion and lymph node metastasis [33,34]. Furthermore, it is thought that MMP1 not only plays a pivotal role in vascular extravasation of metastatic neoplastic lesion, but it also contributes to the vascular remodeling at distant target sites, such as lung and bones [35-37]. Promotion of osteotropic metastasis can be accomplished in part by activation of the RANKL pathway through cleavage of EGF-like ligand by MMP1 [38]. In summary, MMP1 contributes to tumor invasion and metastasis by remodeling the matrix, and triggering the signaling cascades and crosstalk between neoplastic cells and adjacent interstitium. In our study, we have shown that AEG-1-knockdown SAS and FaDu cells reduce both the invasive ability of cancer cells (Figure 2D) and the expressions of MMP1 (Figure 4). Furthermore, MMP inhibitor is able to inhibit the invasive abilities of cancer cells (Additional file 3: Figure S2) to the level comparable to those observed in AEG-1-knockdown SAS and FaDu cells (Figure 2D). Taken together, these results indicate that AEG-1 is able to increase the invasive ability of cancer cells by increasing MMP1 expression.

To our knowledge, the present article is the first to report that AEG-1 regulates p65 phosphorylation at serine 536 and the subsequent MMP1 expression in HNSCC. MMP activity is modulated at various levels, including transcription, subcellular compartmentalization, proteolytic activation and inhibition. Data from our luciferase reporter assay indicate that AEG-1 regulates MMP1 transcription, primarily by acting on a region in the promoter upstream of nucleotide -2269. Previous studies reported the presence of NF-κB and AP-1 binding sites at nucleotides -2886 and -3471 of the MMP1 promoter, respectively [39,40]. Although AEG-1 has previously been reported to regulate MMP9 expression [41] through c-jun in human glioma cells [18], we found that AEG-1 does not affect phosphorylation of serines 63 and 73 of c-jun. On the other hand, AEG-1 knockdown in HNSCC cell lines attenuated phosphorylation of the p65 subunit (RelA) of NF-κB at serine 536. Phosphorylation at this amino acid residue is required for perinuclear localization of p65 to facilitate nuclear import [42,43]. This observation was supported by the finding that AEG-1 expression correlates with phosphorylation of p65 at serine 536, both intertumorally and intratumorally, in OSCC clinical specimens (*p* < 0.001, Fisher’s exact test). It was thought that the activation of NF-κB requires degradation of IκB. However, post-translational modifications of the subunits of NF-κB have also been found to determine the functional activity to a great extent. Serine 536 of p65, which is located within the C-terminal transactivation domain, is a target of multiple protein kinases, including IκB kinase α/β (IKKα/β), IKKϵ, TANK binding kinase 1 (TBK1), and ribosomal S6 kinase 1 (RSK1). Phosphorylation at this amino acid residue has also been reported to suppress nuclear export of NF-κB and to increase transactivation of a variety of downstream genes through positive interaction of p65 with co-activators (CBP and p300) [44-48]. Phosphorylation of serine 536 also activates the survival-promoting pathway when cells are challenged with chemotherapeutic cytotoxic agents such as doxorubicin and etoposide [43,49].

As mentioned previously, AEG-1 contains no known functional domains, making it unlikely that AEG-1 phosphorylates p65 directly. Based on our findings, it seems plausible that AEG-1 enhances p65 phosphorylation by recruiting associated protein kinases to the AEG-1-p65 complex. More detailed experiments are required to confirm this hypothesis. Our ChIP data also revealed that AEG-1 enhances the binding of p65 to the MMP1 promoter, thereby activating downstream genes by functioning as a linker between p65 and CBP to form the basal transcriptional machinery. Although p65 has been suggested to bind to AEG-1 through amino acid residues 101 to 205 of the latter [16], the interacting regions of CBP and AEG-1 remain unknown. Elucidation of the exact binding epitopes will require examination of the crystal structure of AEG-1 and its associated proteins.

## Conclusion

We used an extensive collection of HNSCC samples to demonstrate that elevated levels of AEG-1 protein are associated with lymph node metastasis and poor prognosis in HNSCC patients. AEG-1 primarily acts through the NF-κB pathway, by enhancing phosphorylation on serine 536 of RelA, which in turn results in an increased expression of MMP1. These findings may support the development of AEG-1-targeting therapeutics, such as small molecules, interference RNA with suitable drug delivering system or DNA vaccine, [50] to bolster our arsenal of adjuvant chemotherapy, and thereby improving the clinical outcome of HNSCC patients with high AEG-1 expression. In the meantime, elucidation of physiological function of AEG-1 through transgenic murine models and large-scale screening of the expression status of AEG-1 in normal human tissue are required to minimize the potential side effect.

## Methods

### Clinical specimen acquisition and clinicopathological staging

Formalin-fixed, paraffin-embedded OSCC tissue blocks were retrieved (79 men and 14 women, mean age 53.9 years, range 25–82 years) from the archive of the Department of Oral Pathology during 2000 to 2003, in accordance with ethical and institutional guidelines and with the approval of the Institutional Review Board of National Taiwan University Hospital (NTUH IRB, No 201111048RIC). Diagnosis of squamous cell carcinoma was based on histological examination of hematoxylin and eosin-stained (H&E) tissue sections by two qualified oral pathologists (YP Wang and CP Chiang). The pathological stage of each case at the time of surgery was determined according to the 7^th^ edition of staging criteria from the American Joint Committee on Cancer. Also, specimens of oral mucosa from healthy volunteer donors with informed consent (30 cases) were collected as controls during the extractions of their impacted wisdom teeth. Tissue sections, which included both tumor and adjacent non-tumor parts for comparison purposes, were cut to 4 μm in thickness.

### Immunohistochemical staining

Sections were deparaffinized and rehydrated, and antigen retrieval was performed concomitantly in the Trilogy buffer system (Cell Marque, Rocklin, CA, USA) in accordance with the manufacturer’s instructions. Endogenous peroxidase activity was then blocked by immersing the sections with 3% H_2_O_2_ in methanol for 30 minutes (min). After washing in phosphate-buffered saline (PBS), sections were incubated with 1% bovine serum albumin (BSA) for 30 min to block non-specific binding. Sections were then incubated with the monoclonal antibody Lyric 4–7 [51] at a concentration of 1 μg/ml for one hour at room temperature (RT). For staining of phosphorylated p65 and MMP1, anti-phosphorylated p65 polyclonal antibody (sc-101753, Santa Cruz biotechnology, TX, USA) and anti-human MMP1 antibody (clone 36665, R&D system, MN, USA) were used at a dilution of 1:50 and 15 μg/ml, respectively. After being washed in PBS containing 0.1% Tween 20 (PBST_0.1_), sections were treated with the polymer-based Super Sensitive IHC detection system (Biogenex, San Ramon, CA). In brief, sections were incubated with Super Enhancer reagent for 20 min at RT and were then thoroughly rinsed three times with PBST_0.1_ for 5 min each. Sections were subsequently treated with Poly-HRP reagent for 30 min at RT. Diaminobenzidine hydrochloride (DAB) (0.02%) containing 0.03% H_2_O_2_ was used as a chromogen to visualize peroxidase activity. The preparations were lightly counterstained with hematoxylin, mounted with Permount (Fisher Scientific, PA, USA), and examined by light microscopy. The population index (PI) was defined as: less than 10% positive tumor cells, 0; 10-49% positive tumor cells, 1; more than 50% positive tumor cells, 2. The intensity index (II) of the signal was designated as: none, 0; weak, 1; strong, 2. The labeling score (LS) was the product of PI and II for each case. Samples were futher categorized as: LS = 0, nil-expressing group; LS = 1 or 2, low-expressing group; and LS = 4, high-expressing group. Tissue sections incubated with normal mouse IgG (NMIgG) instead of primary antibody were used as negative controls. All histopathological images were taken with an Olympus BX51 microscope and DP2-BSW image acquisition software.

### Cell lines

OSCC cells lines HSC-3, SAS, and Ca9-22 were purchased from Japanese Collection of Research Bioresources Cell Bank and cell lines Cal 27 (OSCC) and FaDu (pharyngeal squamous cell carcinoma) were purchased from American Type Culture Collection. All cell lines were cultured in recommended media and were used in less than 6 months after resucscitation. The authenticity of SAS and FaDu cell lines was confirmed by STR profiling at Bioresource Collection and Research Center (BCRC) (Taiwan). Stable AEG-1 knock-down clones of SAS and FaDu cells (SA to SE cells and FA to FE cells, respectively) were established through transfection with lentiviral vectors carrying various AEG-1-specific shRNA sequences from the National RNAi Core Facility of Academia Sinica. As controls, stable clones transfected with scrambled shRNA were generated for each cell line (SCt cells and FCt cells, respectively). Stable clones were selected by treatment of the cells with 2 μg/ml puromycin for 14 days. Knockdown efficiency was determined by measuring mRNA and protein by real-time quantitative polymerase chain reaction (RT-QPCR) and Western blot, respectively (Additional file 2: Figure S1A and B).

### Western blot analysis

Western blots were performed using standard protocols, as previously described [51]. Total cell protein lysates of the indicated cell lines were loaded onto polyacrylamide gels supplemented with SDS (40 μg/lane). The following primary antibodies were used at the indicated concentrations: Lyric 4–7, 0.5 μg/ml; α-tubulin (Sigma-Aldrich Corporation, MO,USA), 5000-fold dilution; and MMP1 (clone 36665, R&D system, MN, USA), 1 μg/ml. Antibodies against the following proteins were purchased from Cell Signaling Technology (Danvers, MA, USA) and were used at a 1000-fold dilution: NF-κB (E498), phospho-NF-κB p65 (Ser536) (93H1), and phospho-NF-κB p65 (Ser468) (#3039).

### *In vivo* xenograft tumor assays

SCt, SB, FCt and FB cells were subcutaneously inoculated in pairs into the flanks of 6-week-old Nod/SCID mice (1 × 10^6^ cells/mouse, n = 6 per group). Laboratory animal husbandry and *in vivo* experiments were performed as per the guidelines of the National Laboratory Animal Center. The diameter of the resulting tumors were measured twice per week, and tumor volume was calculated as follows: large diameter × (small diameter)^2^  × 0.52. Xenograft tumors were harvested at the end point of the experiment and were sent for routine tissue processing.

### *In vivo* pulmonary metastasis assay

SCt, SB, FCt and FB cells were intravenously injected into six-week-old Nod/SCID mice (2 × 10^5^ cells/mouse, n = 10 per group) through the tail vein. All lung lobes were harvested twelve weeks later. Routine tissue processing was subsequently performed, and pulmonary metastatic foci were counted in sections stained with H&E.

### Microarray analysis

Total RNAs from SCt and SB cells were extracted and sent to the Microarray Core Facility of the Institute of Molecular Biology, Academia Sinica. The reverse- transcripted DNA probes were coupled with Alexa/CyDye and were hybridized with an Agilent human V2 GX array (44Kx4). The fluorescence of the array was scanned and analyzed, and the raw data were uploaded into the GEO data base as GSE 44766. Genes with a greater than 2.5 fold change (FC) in expression were then recorded (details in the Additional file 7: Supplementary Materials and Methods).

### Real-time quantitative polymerase chain reaction

Total RNA was extracted from SCt, SB, FCt and FB cells, and reverse transcription was subsequently performed. RT-QPCR was conducted using SYBR Green and the LightCycler480 II System (Roche Applied Science, Indianapolis, IN, USA). Each reaction was performed in triplicate (details in the Additional file 7: Supplementary Materials and Methods).

### Immunogold labeling and transmission electron microscopy

SAS cells were harvested and sent to the Electron Microscope Core Facility of the Institute of Cellular and Organismic Biology, Academia Sinica. Primary antibody against LYRIC (or NMIgG for negative controls) was applied at a concentration of 0.5 μg/ml for 1 hour at RT. The sections were examined with a transmission electron microscope (Hitachi H-7000) (details in the Additional file 7: Supplementary Materials and Methods).

### Luciferase assay of the MMP1 promoter region

The full length promoter region of the MMP1 gene [40] was cloned from of SAS cell genomic DNA using KAPA HiFi DNA polymerase with the following primers: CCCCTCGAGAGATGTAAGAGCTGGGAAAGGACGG (forward) and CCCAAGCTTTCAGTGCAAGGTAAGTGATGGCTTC (reverse). To generate a truncated fragment without the NF-κB binding site, the following primers were used: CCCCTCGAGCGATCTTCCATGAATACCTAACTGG (forward) and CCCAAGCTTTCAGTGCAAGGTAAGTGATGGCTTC (reverse). The cloned full length or truncated MMP1 promoters (nucleotides -2471 to +52) and luciferase reporter vector pGL4 (Promega, Madison, WI, USA) were digested with Xho I and HindIII. The full length or truncated promoter sequence was then ligated into pGL4 with T4 ligase at 16°C overnight. The resulting reporter vectors were designated as P1 (-4372 to +52) and P2 (-2471 to +52). Reporter vectors P3 (containing nucleotides -2269 to +52) and P4 (containing nucleotides -521 to +52) were generated by digesting the truncated MMP1 promoter either with SacI and HindIII or KpnI and HindIII, respectively, before ligating it into pGL4. Cells (SCt, SB, FCt and FB) were seeded onto 24-well plates (1 × 10^5^ cells/well) and were incubated at 37°C for 24 hours. The culture media was refreshed, and transfection with a reporter vector (one of P1 to P4) together with pGL4 (400 ng) and control *Renilla* vector (100 ng) was performed 30 min later, using Genejet (SignaGen laboratories, Rockville, MD) as per the manufacturer’s protocol. Firefly luciferase and Renilla readouts were acquired 18 hours post-transfection using the Dual-Glo Luciferase Assay System (Promega, Madison, WI, USA) according to the manufacturer’s recommendations.

### Chromatin immunoprecipitation (ChIP) assay

ChIP assay was performed with the Magna ChIP™ G kit (Millipore, Billerica, MA, USA) in accordance with the manufacturer’s protocol. In brief, 1 × 10^7^ cells were fixed with 1% paraformaldehyde and were lysed with cell lysis buffer and nuclear lysis buffer supplemented with protease cocktail inhibitors. Lysates were sonicated to shear the crosslinked DNA to a size of 200–1000 base pairs. Equal amounts of sheared cross-linked DNA were incubated at 4°C overnight on a shaker, with protein G magnetic beads coupled to either Lyric 4–7, anti-p65 antibody (L8F6, Cell Signaling, Danvers, MA, USA), anti-CREB binding protein (CBP) antibody (D9B6, Cell Signaling, Danvers, MA, USA) or NMIgG (as a negative control). The captured DNA-protein complexes were dissociated with elution buffer and proteinase K at 62°C for 2 hours with shaking. The free DNA fragments were then purified and quantified by RT-QPCR using primers (50 μM) flanking the p65 binding site (forward, GAGTTACAAAATTAAAACGGCTGA and reverse, CTGGCTGCTCTGTGAAAG). SYBR fluorescence was measured with a Lightcycler 480 II (Roche Applied Science, Indianapolis, IN, USA).

### Statistical analysis

The associations between clinicopathological parameters and the expression status of AEG-1, phosphorylated p65, and MMP1 within clinical specimens were analyzed by Fisher’s exact test. Disease-specific survival was compared between groups by Kaplan-Meier culmulative survival analysis with log-rank tests. All *in vitro* comparisons between HNSCC cells transfected with control shRNA and their experimental counterparts were performed with 3 technical replicates and 3 independent biological replicates (n = 3). Data analyses of *in vitro* experiments were performed by *t*-test. A *p*-value of less than 0.05 was considered statistically significant for all tests.

## Competing interest

The authors declare that they have no competing interest.

## Authors’ contributions

Conception and design: HCW and YPW. Development of methodology: YPW and IJL. Acquisition of data: YPW and IJL. Analysis and interpretation of data: YPW, IJL and CPC. Writing, review and/or revision of the manuscript: YPW and HCW. Administrative, technical, or material support: HCW. Study supervision: HCW. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Correlation of advanced lymph node metastasis with AEG-1 in 93 cases of OSCC. Click here for file

Additional file 2: Figure S1 Establishment of stable clones of AEG-1-knockdown HNSCC cell lines. A, upper, sequences of shRNA targeting to AEG-1 mRNA; lower, AEG-1 protein expression in SAS cells after transfection of shRNA. B, Western blotting of total cell lysates from both cell lines transfected with lentiviral AEG-1-specific shRNA showed efficient AEG-1 suppression in protein level in SAS and FaDu cells (1.65% and 14.16% respectively, normalized with the expression levels of α-tubulin). Click here for file

Additional file 3: Figure S2 MMP inhibitor I (MMPInhI, 2 μM) impeded invasion of SAS and FaDu cells into Matrigel All values are the average of three independent experiments. ***, *p* < 0.001; **, *p* < 0.01. Scale Bar: 130 μm. Click here for file

Additional file 4: Figure S3 The phosphorylated status of components in PI3K pathway and NFκB pathway. A, c-jun and downstream effectors of PI3K pathway. B, IκB and p65 at amino acid residue serine 468. Click here for file

Additional file 5: Table S2 Clinicopathological correlation with phosphorylated p65 (serine 536) in 93 cases of OSCC. Click here for file

Additional file 6: Table S3 Clinicopathological correlation with MMP1 in 93 cases of OSCC. Click here for file

Additional file 7 Supplementary Materials and Methods. Click here for file

# Supplementary material for: Astrocyte elevated gene-1 is associated with metastasis in head and neck squamous cell carcinoma through p65 phosphorylation and upregulation of MMP1
**Source:** Mol Cancer. 2013 Sep 24;12:109. doi: 10.1186/1476-4598-12-109
**Supplement:** Additional file 1: Table S1 — Correlation of advanced lymph node metastasis with AEG-1 in 93 cases of OSCC.

**Additional file 1:** Table S1

| **Correlation of advanced lymph node metastasis with AEG-1**  **in 93 cases of OSCC** | | | |
| --- | --- | --- | --- |
| **Parameter** | **AEG-1 expression status** | | **Fisher’s exact test**  ***p* value** |
| **Low**  **No. (%)** | **High**  **No. (%)** |
| **N** |  |  |  |
| N0+N1 | 50 (90.91%) | 26 (68.42%) | 0.012 |
| N2+N3 | 5 (9.09%) | 12 (31.58%) |

# Supplementary material for: Astrocyte elevated gene-1 is associated with metastasis in head and neck squamous cell carcinoma through p65 phosphorylation and upregulation of MMP1
**Source:** Mol Cancer. 2013 Sep 24;12:109. doi: 10.1186/1476-4598-12-109
**Supplement:** Additional file 2: Figure S1 — Establishment of stable clones of AEG-1-knockdown HNSCC cell lines. A, upper, sequences of shRNA targeting to AEG-1 mRNA; lower, AEG-1 protein expression in SAS cells after transfection of shRNA. B, Western blotting of total cell lysates from both cell lines transfected with lentiviral AEG-1-specific shRNA showed efficient AEG-1 suppression in protein level in SAS and FaDu cells (1.65% and 14.16% respectively, normalized with the expression levels of α-tubulin).

**Additional file 2: Figure S1**. Establishment of stable clones of AEG-1-knockdown HNSCC cell lines. A, upper, sequences of shRNA targeting to AEG-1 mRNA; lower, AEG-1 protein expression in SAS cells after transfection of shRNA. B, Western blotting of total cell lysates from both cell lines transfected with lentiviral AEG-1-specific shRNA showed efficient AEG-1 suppression in protein level in SAS and FaDu cells (1.65% and 14.16% respectively, normalized with the expression levels of α-tubulin).

# Supplementary material for: Astrocyte elevated gene-1 is associated with metastasis in head and neck squamous cell carcinoma through p65 phosphorylation and upregulation of MMP1
**Source:** Mol Cancer. 2013 Sep 24;12:109. doi: 10.1186/1476-4598-12-109
**Supplement:** Additional file 3: Figure S2 — MMP inhibitor I (MMPInhI, 2 μM) impeded invasion of SAS and FaDu cells into Matrigel All values are the average of three independent experiments. ***, p < 0.001; **, p < 0.01. Scale Bar: 130 μm.

**Additional file 3: Figure S2.** MMP inhibitor I (MMPInhI, 2 μM) impede invasion of SAS and FaDu cells into Matrigel All values are the average of three independent experiments. ***, *p* < 0.001; **, *p* < 0.01. Scale Bar: 130 μm.

# Supplementary material for: Astrocyte elevated gene-1 is associated with metastasis in head and neck squamous cell carcinoma through p65 phosphorylation and upregulation of MMP1
**Source:** Mol Cancer. 2013 Sep 24;12:109. doi: 10.1186/1476-4598-12-109
**Supplement:** Additional file 4: Figure S3 — The phosphorylated status of components in PI3K pathway and NFκB pathway. A, c-jun and downstream effectors of PI3K pathway. B, IκB and p65 at amino acid residue serine 468.

**Additional file 4: Figure S3**. The phosphorylated status of components in PI3K pathway and NFκB pathway. A, c-jun and downstream effectors of PI3K pathway. B, IκB and p65 at amino acid residue serine 468.

# Supplementary material for: Astrocyte elevated gene-1 is associated with metastasis in head and neck squamous cell carcinoma through p65 phosphorylation and upregulation of MMP1
**Source:** Mol Cancer. 2013 Sep 24;12:109. doi: 10.1186/1476-4598-12-109
**Supplement:** Additional file 5: Table S2 — Clinicopathological correlation with phosphorylated p65 (serine 536) in 93 cases of OSCC.

**Additional file 5:** Table S2

| **Clinicopathological correlation with phosphorylated p65**  **(serine 536) in 93 cases of OSCC** | | | |
| --- | --- | --- | --- |
| **Parameter** | **pP65 expression status** | | **Fisher’s exact test**  ***p* value** |
| **Low**  **No. (%)** | **High**  **No. (%)** |
| **Stage** |  |  |  |
| I+II | 32 (55.17%) | 8 (22.86%) | 0.003 |
| III+IV | 26 (44.83%) | 27 (77.14%) |
| **T** |  |  |  |
| T1+T2 | 34 (58.62%) | 19 (54.29%) | 0.829 |
| T3+T4 | 24 (41.38%) | 16 (45.71%) |
| **N** |  |  |  |
| N0 | 50 (86.21%) | 14 (40.00%) | <0.001 |
| N1+N2+N3 | 8 (13.79%) | 21 (60.00%) |
| **M** |  |  |  |
| M0 | 57 (98.28%) | 31 (88.57%) | 0.065 |
| M1 | 1 (1.72%) | 4 (11.43%) |
| **Recurrence** |  |  |  |
| Negative | 47 (81.03%) | 28 (80.00%) | 1.000 |
| Positive | 11 (18.97%) | 7 (20.00%) |
| **Differentiation** |  |  |  |
| Well | 51 (87.93%) | 24 (68.57%) | 0.03 |
| Moderate/poor | 7 (12.07%) | 11 (31.43%) |

# Supplementary material for: Astrocyte elevated gene-1 is associated with metastasis in head and neck squamous cell carcinoma through p65 phosphorylation and upregulation of MMP1
**Source:** Mol Cancer. 2013 Sep 24;12:109. doi: 10.1186/1476-4598-12-109
**Supplement:** Additional file 6: Table S3 — Clinicopathological correlation with MMP1 in 93 cases of OSCC.

**Additional file 6:** Table S3

| **Clinicopathological correlation with MMP1 in 93 cases of OSCC** | | | |
| --- | --- | --- | --- |
| **Parameter** | **MMP1 expression status** | | **Fisher’s exact test**  ***p* value** |
| **Low**  **No. (%)** | **High**  **No. (%)** |
| **Stage** |  |  |  |
| I+II | 36 (54.55%) | 4 (14.81%) | <0.001 |
| III+IV | 30 (45.45%) | 23 (85.19%) |
| **T** |  |  |  |
| T1+T2 | 40 (60.61%) | 13 (48.15%) | 0.357 |
| T3+T4 | 26 (39.39%) | 14 (51.85%) |
| **N** |  |  |  |
| N0 | 55 (83.33%) | 9 (33.33%) | <0.001 |
| N1+N2+N3 | 11 (16.67%) | 18 (66.67%) |
| **M** |  |  |  |
| M0 | 65 (98.48%) | 23 (85.19%) | 0.024 |
| M1 | 1 (1.52%) | 4 (14.81%) |
| **Recurrence** |  |  |  |
| Negative | 60 (90.91%) | 22 (81.48%) | 0.287 |
| Positive | 6 (9.09%) | 5 (18.52%) |
| **Differentiation** |  |  |  |
| Well | 57 (86.36%) | 18 (66.67%) | 0.042 |
| Moderate/poor | 9 (13.94%) | 9 (33.33%) |

# Supplementary material for: Astrocyte elevated gene-1 is associated with metastasis in head and neck squamous cell carcinoma through p65 phosphorylation and upregulation of MMP1
**Source:** Mol Cancer. 2013 Sep 24;12:109. doi: 10.1186/1476-4598-12-109
**Supplement:** Additional file 7 — Supplementary Materials and Methods.

**Supplementary Materials and Methods**

***Antibodies******for Western blots***

Antibodies against the following proteins were purchased from Cell Signaling Technology (Danvers, MA, USA) and used at a 1000-fold dilution: c-Jun (60A8), phospho-c-Jun (Ser63) (54B3), phospho-c-Jun (Ser73) (#9164), pan-Akt (C67E7), phospho-Akt (Ser473) (D9E), phospho-Akt (Thr308) (C31E5), phospho-GSK-3β (5B3), phospho-c-Raf, IκBα (L35A5), phospho-IκBα (serine32) (14D4), and phospho-NF-κB p65 (Ser468) (#3039)

**WST-1 assays**

Cells were seeded in 96 well-plates at a concentration of 3  103 cells/well with matched media. One day later, 4-[3-(4-iodophenyl)-2-(4-nitrophenyl)-2H-5-tetrazolio]-1,3-benzene disulfonate (WST-1, Roche) was added to every well at a concentration of 0.5 mg/ml, and the cells were incubated for 3 hours at 37°C. After incubation, the absorbance of the reaction products at a wavelength of 440 nm was measured, and considered as the absorbance for Day 0. The procedure was repeated each day for the next four days (Day 1 to Day 4).

**Colony formation assays**

Cells were inoculated in 6 cm dishes (1  103 cells/dish) and kept at 37°C for 10 days. The colonies that formed were fixed with 4% paraformaldehyde for 5 min, and then stained with 1% crystal violet for 20 min. Colonies larger than 1 mm in diameter were counted and the total number recorded.

**Migration assays and transwell Matrigel invasion assays**

For the migration assay, SCt, SB, FCt and FB cells were added to each well with culture-inserts (Ibidi, Martinsried, Germany) (1  104 cells/well) and incubated at 37°C with 5% CO2. Confluence was achieved 36 hours later. The inserts were then removed, and the initial gaps were 500 μm wide. Serial photographs were taken at 4 hour intervals. For the invasion assay, Matrigel basement membrane matrix (BD Biosciences, San Jose, CA, USA) was coated to the upper side of hanging cell culture inserts (Millipore, Billerica, MA, USA) at a concentration of 2 mg/ml. Cells were seeded into the coated hanging inserts (2  105 cells/insert) and incubated with the corresponding culture media. The lower chamber of the invasion system was filled with serum-free culture media. The cells and Matrigel on the upper side of the inserts were removed after 24 hours. The migrated cells on the lower surface of the inserts were fixed with methanol and counted after visualization with 10 fold diluted Giemsa stain. In MMP inhibitor transwell assays, MMP inhibitor I (MMPInhI, Merck) was incorporated into corresponding culture media at a concentration of 2 μM in the hanging inserts and the diluted Matrigel.

**Microarray analysis**

Total RNA from 1  107 SCt or SB cells was extracted with 1 ml TRI reagent (Invitrogen, Carlsbad, CA, USA) and incubated for 5 min at RT. Two hundred microliters of chloroform were added to the RNA, and the mixture was shaken vigorously for 15 seconds before being incubated for 5-15 min at RT. The mixtures were then subjected to centrifugation at 12,000 *g* for 10-15 min at 4°C. The aqueous phase was transferred to a fresh tube and incubated with 500 μl isopropanol for 5-10 min at RT. After centrifugation at 12,000 *g* for 10 min at 4°C, the supernatants were discarded and the RNA pellets washed with 1 ml 75% ethanol. The ethanol was then removed and the RNA pellets dissolved in 20 μl H2O. RNA extracts from SCt and SB cells were sent to the Microarray Core Facility of the Institute of Molecular Biology, Academia Sinica. Reverse transcription with aa-dUTP labeling was performed, and the associated RNA was subsequently degraded and removed. The resulting DNA probes were coupled with Alexa/CyDye, washed and hybridized with an Agilent human V2 GX array (44Kx4).

**Real-time quantitative polymerase chain reaction**

Total RNA was extracted from SCt, SB, FCt and FB cells as described above. Reverse transcription was performed using 4 μg aliquots of total RNA with Super-Script III RNase H-reverse transcriptase (Invitrogen, Carlsbad, CA, USA) and oligo (dT) primers (Fermentas, Glen Burnie, MD, USA), as per the manufacturer’s instructions. RT-QPCR was performed using SYBR Green and the LightCycler480 II System (Roche Applied Science, Indianapolis, IN, USA). The primers used were as follows: AEG-1, GAAGAAGCAAGGTGAAGATAACT (forward) and TTGGACGGGTTTTAGAGGTATT (reverse); MMP1, CTGGAAGGGCAAGGACTCTA (forward) and CTTCCCAGCCTCTTGCTG (reverse). The expression levels of each gene were normalized to that of GAPDH in the same sample. Each reaction was performed in triplicate.

**Immunogold labeling and transmission electron microscopy**

SAS cells were harvested (1  107 cells) and sent to the Electron Microscope Core Facility of the Institute of Cellular and Organismic Biology, Academia Sinica, for sample preparation and ultrathin sectioning. The sections were then washed with Tris-buffered saline (TBS) for 15 min, and blocked with 1% BSA for 15 min. Primary antibodies against AEG-1 (or NMIgG for negative controls) was applied at a concentration of 0.5 μg/ml for 1 hour at RT. Sections were then washed four times with TBS (5 min/wash), before being incubated with secondary anti-mouse IgG conjugated to 18 nm gold particles for 1 hour at RT. After incubation, the sections were thoroughly washed four times with TBS (5 min/wash) and five times with ddH2O (5 min/wash). Next, the sections were treated with 5% uranyl acetate in H2O for 10 min, and then with 0.5% lead citrate for 4 min before being completely air dried. The sections were examined with a transmission electron microscope (Hitachi H-7000).

How the deposited data were processed for this re-analysis (not part of the article)

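The microarray experiment compared SB cells with SCt cells on 4 dual-channel arrays, with RNA from SB cells in the red channel and RNA from SCt cells in the green channel of each array. According to the labels, puromycin selection lasted 14 days (2 μg/ml), and each labelling took 15 μg of RNA. The other experiments of the paper (RT-QPCR, protein, reporter, animal and patient measurements) were not analysed here.

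For each array, the authors deposited the scanner software's output (Feature Extraction 10.5.1.1), in which the red and green values of a spot are median intensities on a linear scale with a local background intensity, not normalized. The same files of the authors hold the software's own ratio of red over green on a log10 scale, after its background subtraction and its dye normalization. The authors also deposited a table for the whole series whose values are on a log2 scale with SB over SCt. Between 98.8% and 99.1% of its 34127 probes per array equalled the software's processed red over green signal, averaged over a probe's spots, to within 0.001. The design written before the data were examined named mean intensities; the files used here hold median intensities, which were used in their place.

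The intensities were processed in R 4.3.3 with limma 3.58.1. The background was corrected by normexp with an offset of 50 on all 44495 spots of an array, after which the 1377 control spots were removed. Spots that the software marked as non-uniform or as population outliers were left out, between 814 and 1168 per array, and no spot was saturated. The log2 ratios were normalized by loess within each array, and the spots of one probe were averaged; 999 probes were spotted 10 times and 33128 once. A probe was kept where it was well above background in the same channel on all 4 arrays and had values on at least 2 arrays, which left 28505 of 34127 probes. The mean log2 ratio of each was tested against 0 with lmFit and eBayes, an intercept being the only term, and p-values were adjusted by Benjamini-Hochberg over all kept probes. In the probes spotted 10 times, the median SD between spots of one array was 0.0530 to 0.0634, and the median SD between arrays was 0.0939, on the log2 scale. The software's slope of observed on expected log ratios of the spike-in controls was 0.796 to 0.841.

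Probes were named through their accession in the RefSeq table (GRCh38.p14), without version numbers: 24826 of 34127 probes matched, and the other 9301 kept the identifier of the file. The probe design refers to an earlier genome build, so no positions are given. Of the 23484 genes, 4196 had several kept probes, and the brightest was used. The genes named are the 11 genes of Figure 4A, 20 genes that the paper names, the MMP and TIMP family, and the 5 genes with the largest rise and the 5 with the largest fall among those past an adjusted p of 0.05 with the same sign on all 4 arrays. That rule, the gene lists and all alternatives but one were set before the data were examined. Other genes named in the closing part were chosen after their values were seen.

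Lists of NF-kB targets, interferon-stimulated genes and cell cycle genes were tested with camera at an inter-gene correlation of 0.01, with fry beside it, adjusted over the 3 lists. Fold changes against a channel that was not well above background on any array are given as "at least": the mean of the brighter channel after loess and Aquantile normalization against, on each array, the higher of the probe's own value and the lowest value among probes well above background. Such bounds are open to dye bias.

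The steps were tested on simulated arrays made from the real mean signals, with 200 of 28128 probes changed and an intensity-dependent dye effect added. Of these, 191 were called in the right direction, and 10 unchanged probes were called among 201 calls. A list of 40 probes shifted by −0.15 gave a camera p of 1.41e-22, and an unshifted list gave 0.655. The changed probes were drawn from the brighter kept probes. Each planted change was larger than 0.31, the median size among probes called in the real data. The noise was drawn independently for each probe and array, so errors shared between probes were absent. The simulation thus cannot give the recovery or the false calls for small changes, weak probes or correlated lists in the real data.

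The alternatives were the software's ratios, the series table, median centring in place of loess, no background correction, normexp without an offset, Aquantile after loess, no filter on dim probes, a filter on both channels, outlier spots kept, eBayes with trend and robust options, the methods' t-test, each array left out, and the mean over a gene's probes or any of its probes. All arrays lie on 1 slide, so the slide could not be used as a block. A further alternative, called the combined alternative, was chosen after the data were seen: the software's ratios with each gene's most changed probe, no filter on dim probes, outlier spots kept and the methods' t-test. It was picked because its values lay close to Figure 4A, out of 8 combinations that were looked at (the software's ratios or the series table, outlier spots kept or left out, the methods' t-test or limma). All 8 gave 17 probes over 2.5-fold, the 11 genes of Figure 4A among them. With the methods' t-test 0 of the 17 had an adjusted p under 0.05, with limma 1 did for the software's ratios and 9 for the series table. Position on the slide and principal components of the arrays were also looked at and are not reported.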

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

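The tests of weak spots, of the CXCL chemokines and of probe brightness, and the choice of patterns in this part, were made after the values concerned had been seen.

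RMND5A was singled out because 1 of its 4 arrays lay far from the others. At its brightest probe, array 4 had a log2 ratio of 0.25, whereas the other arrays lay between −0.06 and −0.02, a gap of 0.877 of the whole range against a critical value of 0.829. Of 52 named genes with values on all arrays, 1 was marked in this way, and chance marks about 5% of groups. The other probes of RMND5A had log2 ratios of −0.51 and −1.23. No technical or biological reason for the value of array 4 or for the difference between the probes was tested.

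The probe listed as ENST00000304890, which the paper does not discuss, was well above background in SB cells on 4 of 4 arrays and in SCt cells on 0 of 4 arrays. Its level was at least 1.63-fold higher in SB cells. The software's ratio gave a 10.1-fold rise, the highest rise among the probes over 2.5-fold by that measure. Background subtraction in weak spots is one explanation of the size of that ratio. Of 12 probes that were over 2.5-fold by the software's ratio and under it after normexp and loess, 8 were not well above background in both channels on all 4 arrays, this probe among them, whereas 17.3% of all probes were not. Part of these probes had been seen to be weak beforehand, so this cannot tell whether weak signal sets the size of the rise, while the detection in SB cells alone stands on the software's own background test. A preference of the probe for the red dye could not be excluded, since 0 arrays had the dyes exchanged. An effect of the knockdown stays open and was not tested.

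All 6 probes of ribosomal RNA were higher in SB cells on all 4 arrays, with a median log2 ratio of 0.89 and a lowest value of 0.61. The paper does not report on them. An intensity-dependent dye effect at the bright end of the arrays may contribute. The 7 probes of protein-coding genes as bright as these had a median log2 ratio of 0.32 and a highest value of 0.41, above 0 but below the ribosomal probes. Only 1 of the 6 ribosomal probes, that of RNA5-8SN5 (log2 ratio 1.05), was no brighter than the brightest protein-coding probe, so the comparison does not reach the other 5 and a dye effect and a change in ribosomal RNA cannot be told apart for them. The median of the ribosomal probes was 0.67 by the software's ratios and 1.42 under median centring. Different amounts of ribosomal RNA in the labelled material of the 2 lines, and an effect of the knockdown, were not tested.

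The list of NF-kB targets, which the paper did not examine across the array, lay lower in SB cells. Its 39 measured genes had a median log2 ratio of −0.11, with a camera p of 4.11e-06 and a fry p of 0.00333, and the list's median was below that of all other genes on 4 of 4 arrays. Of these genes, 24 were lower and 15 higher in SB cells. An adjusted p under 0.05 from limma was found for 10 genes over all probes, all of them lower in SB cells, and for 15 genes when adjusted over the list alone. The lowest were CCL20 (−0.50), TNFAIP3 (−0.48) and IL1B (−0.47), chosen after their values were seen. Cross-hybridisation among the CXCL chemokine paralogs does not account for the shift: without CXCL1, CXCL2, CXCL3 and CXCL8 the camera p was 0.000341 and the median −0.09. After loess, 0 of 10000 random lists of the same size and brightness had a median as low (the lowest was −0.06). Loess had already centred the ratios by brightness, so this outcome was largely set beforehand and cannot decide on a shift of probes of that brightness. Random lists also lack the correlation between genes of one pathway. Under median centring the list's median moved to −0.03, still lower by camera in limma (adjusted p = 0.00521), whereas fry's p adjusted over the 3 lists was 0.0710. Gene-specific dye bias stays open, as 0 arrays had the dyes exchanged, and so do a difference between the cell lines other than AEG-1 and an effect of the knockdown on NF-kB.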

How the results depend on the processing

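AEG-1 and MMP1 were lower in SB cells under every alternative run, with log2 ratios from −3.24 to −3.06 for AEG-1 and from −1.78 to −1.51 for MMP1. Both were past an adjusted p of 0.05 except under the methods' t-test, with log2 ratios of −3.18 and −1.65 and adjusted p-values of 0.144 and 0.199, and under the combined alternative described next, with −3.23 and −1.72. That alternative, the software's ratios with each gene's most changed probe, no filter on dim probes and the methods' t-test, was chosen after the data were seen, out of 8 combinations looked at. A t-test on 4 values uses no information from other probes.

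Median centring in place of loess changed the count of probes past an adjusted p of 0.05 most, from 1056 (377 higher and 679 lower in SB cells) to 8937 (5599 higher and 3338 lower). It also raised the MMP and TIMP genes past that threshold from 3 to 8, turned the cell cycle list's median from −0.0669 to 0.0803, where camera in limma no longer called it (adjusted p = 0.145), and turned GAPDH from −0.06, not called, to 0.29. Median centring shifts all probes of an array by the same amount, so any trend of the ratio with brightness stays in. Loess removes such a trend. The 7 protein-coding probes as bright as the ribosomal ones had a median of 0.32 after loess and 0.80 after median centring. The calls under median centring thus include this trend. What produces the trend, a dye effect included, was not tested. EBayes with trend and robust options left 579 probes. The methods' t-test left 0 probes after adjustment (3936 at an unadjusted p under 0.05). It left 0 genes over 2.5-fold with an adjusted p and 0 MMP and TIMP genes. The interferon list kept its median of −0.00586, with a p of 0.0511 from cameraPR, the form of camera that takes given statistics, here those of the t-test. The combined alternative left 0 probes (4321 at an unadjusted p under 0.05), 0 genes over 2.5-fold with an adjusted p and 0 MMP and TIMP genes, but gave 16 genes over 2.5-fold with an unadjusted p in place of 6, and 11 of the genes in Figure 4A in place of 4.

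Normexp without an offset gave 10 genes over 2.5-fold with either p in place of 6. With the mean over a gene's probes, 2 of the genes in Figure 4A were over 2.5-fold in place of 4, and RMND5A moved from 0.04 to −0.57 and was called lower. The software's ratios, the series table and normexp without an offset gave 6 of the genes in Figure 4A, and median centring gave 3. With fry in place of camera, the cell cycle list, at a median of −0.0669, was not called (limma, adjusted p = 0.151), while the NF-kB and interferon lists were. The cause was not tested.

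With each array left out in turn, the probes past the threshold numbered from 204 (without replicate 3) to 1977 (without replicate 4), and 638 without replicate 1 and 422 without replicate 2, although fewer arrays were tested. Of these, 203 without replicate 3 and 994 without replicate 4 were among the 1056. Genes over 2.5-fold with an adjusted p numbered from 4 to 6, and MMP and TIMP genes past the threshold from 1 (without replicate 3) to 3. The cell cycle list's median ranged from −0.0858 to −0.0181, and without replicate 3 camera in limma did not call it (adjusted p = 0.0544). The interferon list's median was above 0 without replicate 1 or 2 (up to 0.01), while its mean was negative and camera called it lower. The NF-kB list was called lower by camera under each alternative run, with medians from −0.13 to −0.03.

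For the other 51 named genes, 866 comparisons were made. In 790 the direction and the side of the threshold were kept (a gene called neither way counting as kept), in 58 a call was lost, in 16 one was gained in the same direction, and in 2, GAPDH and RMND5A, one was made in the opposite direction. Aquantile after loess leaves the log ratios as they are by construction, so it tests nothing here. No paired analysis was possible because each array already holds the ratio of both cell lines. The slide as a block was not run, since all arrays lie on 1 slide. Signal over background limits the weak genes: 17.3% of probes were not well above background in both channels on all arrays, and fold changes of such probes depend on the background correction.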

Differences from the paper's values

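The paper's fold changes were read by eye from Figure 4A, and those of the re-analysis are given with a minus sign where the level was lower in SB cells. A pair was taken as different where the signs differed or the log2 values differed by more than the SD between arrays. One combined alternative, the software's ratios with each gene's most changed probe and no filter on dim probes, was chosen after the values were seen, because its values lay close to Figure 4A; it is 1 of 8 combinations looked at, all of which put the 11 genes of Figure 4A over 2.5-fold.

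For EMILIN2, the paper's value is about 4.4 in Figure 4A, read by eye, and the value here is 1.69. Its signal in SCt cells was well above background on 2 of 4 arrays and lay 26 over background, less than the offset of 50, so the value here is set in large part by the offset and the pair cannot be weighed as 2 exact fold changes. Among the alternatives set before the data were examined, the software's ratios and the series table (both 4.39) come within the paper's value, and the other alternatives do not, apart from the filter on both channels, which EMILIN2 did not pass. For FABP4, the paper's value is about 3.6 in Figure 4A, read by eye, and the value here is 1.84. Among the alternatives set before the data were examined, the software's ratios and the series table (both 3.50) come within it, and the others do not. The combined alternative, chosen after the values were seen, takes the same software ratios and so comes within the paper's values for EMILIN2 and FABP4 too.

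For RELN, the paper's value is about −2.9 in Figure 4A, read by eye, and the value here is −1.20 at the probe that passed the filter. None of the alternatives set before the data were examined comes within the paper's value. The combined alternative, chosen after the values were seen, gives −2.88 at a probe that was well above background on 1 of 4 arrays in each channel, too weak for this to be taken as a measured fold change. For RMND5A, the paper's value is about −2.6 in Figure 4A, read by eye, and the value here is 1.03 at the brightest probe. Among the alternatives set before the data were examined, those with the brightest probe do not come within it. Nor does the mean over the gene's probes, which gives −1.48. Taken over any of the gene's probes, probe A_24_P114339 does, as it fell 2.35-fold (log2 ratio −1.23 ± 0.25, SD, n = 4 arrays). The combined alternative, chosen after the values were seen, gives −2.56 at that same probe.

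The paper shows ANO1 lower and FPR2 higher in SB cells, with a fold change over its threshold. Neither passed the filter of the processing used here, which gives neither a fold change. The combined alternative, chosen after the values were seen, put both beyond 2.5-fold in the paper's direction, with signals too weak for these to be taken as measured fold changes. The paper shows CAPZA1 beyond its threshold, and the value here is −2.32 at the brightest probe and 2.45-fold at the other, both under 2.5; the combined alternative, chosen after the values were seen, gives −2.51.

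Figure 4A is described as showing the genes beyond its threshold. Here, RNVU1-18 and RNU12, which it does not show, also had a fold change over 2.5 with an adjusted p under 0.05 from limma. Neither did so under the software's ratios or the series table, where RNVU1-18 had adjusted p-values of 0.0862 and 0.0886 from limma and RNU12, at a log2 ratio of 1.31, was under 2.5-fold. RNVU1-18 also lost the call under the methods' t-test, with trend and robust options and without replicate 1 or 3, and RNU12 lost it under the methods' t-test and was under 2.5-fold without replicate 1. Under the combined alternative, chosen after the values were seen, all 11 genes of Figure 4A passed 2.5-fold in the paper's direction, and 17 probes passed 2.5-fold in all, 16 of them with a p under 0.05 by the methods' t-test and 0 after adjustment over all probes. The 6 probes outside Figure 4A were those of SMIM13, ENST00000304890, AF274942, RNVU1-18, XM_001716032 and PLEKHS1.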

Other observations

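The tests of dye bias and of weak spots were chosen after the values concerned had been seen.

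Whether chance could give as many changed probes was examined by turning the direction of the log ratios on single arrays. The real directions gave 1056 probes, and the other 7 of the 8 splits gave 0, so 1 split was as large. With 4 arrays this share cannot fall below 0.125, and chance cannot be excluded by this test. Gene-specific dye bias could not be examined, since SB cells carried the red dye on every array and 0 arrays had the dyes exchanged.

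The log ratios of the arrays were correlated across kept probes, with Pearson's r from 0.05 (arrays 1 and 4) to 0.46 (arrays 1 and 3), where probes are not independent replicates. The 25 probes of small non-coding RNAs had median log2 ratios of 0.23, 0.09, 0.38 and −0.13 on arrays 1 to 4. No explanation of this spread was tested. RNVU1-18, one of the largest rises, ranged from 0.11 to 2.99 between arrays, and RNU12 from 0.87 to 2.36. CYP1B1, with a log2 ratio of 0.99 ± 0.36, and RNA5-8SN5, with 1.05 ± 0.39 (SD, n = 4 arrays each), complete the 5 largest rises. The 5 largest falls were MTDH, MMP1, UHMK1, CAPZA1 and CPOX, the last with −1.12 ± 0.17 (SD, n = 4 arrays).

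The interferon list, 31 genes measured, had a median log2 ratio of −0.01 and a mean of −0.07, with a camera p of 0.0135 towards lower levels in SB cells and a fry p of 0.00512. Of its genes, 5 were past an adjusted p of 0.05 over all probes, all lower, and 7 when adjusted over the list alone. The cell cycle list, 45 genes, had a median of −0.07, with a camera p of 0.00044 and a fry p of 0.151; 2 of its genes were past the threshold over all probes, and 2 when adjusted over the list alone. Its direction turned under median centring.

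Of 20 genes that the paper names, all were measured. With limma's p adjusted over all probes, 4 were past 0.05, all lower in SB cells: JUN (−0.35), CHUK (−0.33), TBK1 (−0.24) and IKBKB (−0.24). Adjusted over the list alone, 6 were, with NFKBIA (−0.21) and EGFR (0.21) in addition. Of the alternatives run, JUN lost this call under the methods' t-test and the combined alternative only. CHUK lost it also under the software's ratios, the series table and without replicate 2 or 3, IKBKB also under normexp without an offset, the trend and robust options and without replicate 1, 2 or 3, and TBK1 also under all of these but without replicate 1, and under median centring (−0.16). Median centring kept JUN, CHUK and IKBKB lower. It also called EGFR (0.34), SND1 (0.23), TNFSF11 (0.57), ITGA2 (0.23), ITGB1 (0.24), IKBKE (0.23) and GAPDH (0.29) higher in SB cells. That all calls are lower thus depends on the normalization. RELA, which encodes p65, had a log2 ratio of −0.10 ± 0.12 (SD, n = 4 arrays) and was not past the threshold.

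Probes over 2.5-fold by the software's ratios but far smaller after normexp were examined for weak signal. Of 17 probes over 2.5-fold, 5 remained so after normexp and loess, and 8 of the other 12 were not well above background in both channels on all 4 arrays. These included the Figure 4A genes EMILIN2, RELN, ANO1 and FPR2. The weak signal of these Figure 4A genes had been seen before the count was made, so the count cannot tell whether the background subtraction sets their ratios. FABP4, SMIM13, RMND5A and CAPZA1 passed the software's background test in both channels on all 4 arrays, but this does not exclude an effect of the background step on them. The fold change of FABP4, whose signal in SCt cells lay 47.25 over background, was 2.21 with no background correction and 2.57 by normexp without an offset, where SMIM13 also passed 2.5-fold.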
